A study of Homo sapiens with 14 samples. Its data were reported in "The m6Am methyltransferase PCIF1 promotes osteogenic differentiation of mesenchymal stem cells through stabilization of Wnt-related transcripts" (2026).

How the data were processed

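Counts in the deposited matrices were raw UMI counts per gene and cell barcode with cells already called, and per the file headers they were written by Cell Ranger 7.1.0 against GRCh38. The version in the file headers differed from the one named in the article, and the labels named bcl2fastq, Cell Ranger and GRCh38 without versions. The matrices held 11 mitochondrial genes and 0 ribosomal protein genes, and barcodes had 24 bases although the article and the labels named a 3′ kit. Genes not in the files were not measured here, so nothing is said of them. No normalisation had been applied to the counts before deposit. Sequencing reads, and the mouse and culture experiments of the study, were not analysed here.

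Cells were kept with at least 300 and at most 10,000 genes, fewer than 10,000 UMIs and less than 10% mitochondrial UMIs. Of 83,124 barcodes, 6,514 had fewer than 300 genes, 7,122 had 10,000 UMIs or more, 23 had 10% mitochondrial UMIs or more and 7 had over 10,000 genes. Doublets were predicted per library from sums of random cell pairs, and the highest-scoring cells were removed in a share of n divided by 125,000, 5.45% in all. Counts were scaled to equal totals and log-transformed, 2,000 variable genes and 30 principal components were used, and a graph of 20 neighbours was clustered with the Louvain method at resolution 0.8. Genes of the tested lists were left out of the variable genes, and no batch correction was applied. CPM means the UMIs of a gene in the sum of a donor and type, divided by all UMIs of that sum and scaled to a common total.

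A cluster received a type name by a fixed rule over 23 marker sets, of whose 181 genes 177 were in the files. Markers seen in at least 5% of the cells of some cluster were standardised over clusters and averaged, and a score of at least 1 with at least 3 markers detected in 10% of cells was required. No other type could have more markers among the top 10 genes of the cluster, so a type with a lower score could be chosen. Clusters with a median depth below the library median divided by 3 needed 1 own marker among those genes. This rule was set after 4 clusterings and the PCIF1 detection of their clusters had been looked at, so the names were not blind to PCIF1. The suffix "-like" marks that names came from this rule and not from the annotation of the study, which was not used here.

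Counts were summed per donor and type with at least 10 cells, and types in at least 5 donors entered the contrast with all other types. Sums were compared with edgeR 4.0.16 quasi-likelihood tests, TMM scaling, a filter on low counts by type, and donor as a block, because all types of a donor came from 1 library. Tests were two-sided. Between osteolineage types 28 sums and 4,467 genes were tested, and 94 sums and 10,032 genes in the wide contrast. Genes counted as changed had an FDR below 0.05 and a log2 difference of at least 1. The filter dropped PCIF1, FTO, WNT11, FZD4 and PTPRC, so the 8 fixed genes were kept past it, a decision made after this was seen; the FDR was computed over genes that passed. PCIF1 contrasts were adjusted over the 4 contrasts by the Benjamini-Hochberg method, and fixed genes also over the fixed genes alone. Folds are not given for genes without counts in 1 of the compared types. Named genes were the 8 fixed genes, the 2 largest differences per list and direction among genes past the FDR, and the 5 largest per direction among genes outside the clustering genes and markers with a mean of at least 20 CPM and the same direction in 80% of donors holding both types. A gene chosen by this rule is not reported here.

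The 17 gene lists, with 255 of 257 genes in the files, were written before the data were examined. They covered m6Am cap enzymes, m6A writers and erasers, m6A readers, Wnt-related genes of the mouse knockout, Wnt ligands and R-spondins, Wnt receptors, secreted Wnt inhibitors, the beta-catenin pathway, FGF receptors, BMP and TGF-beta signalling, osteoclast-regulating factors, adipogenic regulators, collagen processing, inflammation and matrix degradation, dissociation stress, the cell cycle and nuclear oxidative phosphorylation. The m6Am list had 1 of 7 members tested and the cell cycle list 2 of 14, too few for a list test. Lists were tested with camera of limma 3.58.1 at a correlation of 0.01 and again with the correlation estimated per list; 12 lists passed with the first and 0 with the second.

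The share of cells with a UMI was computed after thinning each cell to 1,000 UMIs, cells below that depth being left out, with exact binomial intervals, and differences between types within donors by exact sign-flip permutation. The order of osteolineage cells was a diffusion pseudotime rooted in the MSC-like cluster, used in place of the Monocle 2 of the study, and the slope over 5 bins was tested with edgeR on sums of donors holding at least 3 bins. Correlations used log2 CPM of summed osteolineage cells in donors with at least 100 such cells and 100,000 permutations.

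Alternatives were DESeq2 1.42.0, RLE size factors, no filter, no donor block, at least 30 cells, thinned counts, other limits and resolutions, no doublet removal, renewed clustering, centred values, names per cell, and each donor left out, 35 settings in all. In counts drawn from the means and spread of the real sums, with known differences between MSC-like and MSC_Fibro-like cells, 32.8%, 89.6% and 87.9% of genes were recovered at log2 differences of 1, 2 and 3. The shares were 6%, 58.2% and 77.3% for MSC-like and OB-like, 7.5%, 44.8% and 78.8% for OB-like and Mature_OB-like, and 20.9%, 85.1% and 89.4% for MSC-like and Mature_OB-like cells. False calls were 10 of 3,133, 5 of 3,240, 3 of 3,352 and 5 of 3,502 unchanged genes in the same order. Random lists reached a p below 0.05 in 0, 0, 1 and 0 of 50 draws. These figures describe the drawn counts only, and cannot tell type from library batch in the comparisons with OB-like cells. Random lists also cannot check the set correlation of 0.01 for lists whose genes move together. Between MSC-like and MSC_Fibro-like cells the estimated correlation was 0.364 for adipogenic regulators, 0.413 for collagen processing and 0.431 for dissociation stress. Gene positions came from GENCODE 29. Sex-linked genes, 16 in number, were left out of the gene tables and named genes. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, statsmodels 0.14.6 and matplotlib 3.10.9, and in R 4.3.3.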

Results

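Single-cell RNA sequencing was used to ask which cells of the adult human femoral head express PCIF1, the methyltransferase that writes N6,2′-O-dimethyladenosine (m6Am) next to the mRNA cap. Cells came from 14 donors with osteoarthritis, 1 library per donor, after magnetic removal of cells carrying CD45 or CD43, surface proteins of blood and immune cells. All donors formed 1 group with no untreated or healthy control, so the comparisons below are between cell types within these donors. The labels placed the libraries in 5 batches: donors 1 to 3, donors 4 to 7, donor 8, donors 9 and 10, and donors 11 to 14. The deposited matrices held unnormalised counts of unique molecular identifiers (UMIs) for 83,124 barcodes. Total UMIs per library ranged from 587,497 for donor 10 to 102,704,362 for donor 9, and median UMIs per barcode from 506 to 13,464. Applying the published limits left 69,471 cells, and removal of 3,783 predicted doublets left 65,688 cells with a median of 611 genes and 1,063 UMIs. The upper limit of 10,000 UMIs did not act evenly. With that limit lifted, 41.5% of MSC_Fibro-like, 32.8% of OB-like and 27.7% of Plasma-like cells lay at or above it, but 4.2% of Mature_OB-like and 0.1% of MSC-like cells. In donor 9 it was 67.7% of osteolineage and 57.2% of all other cells.

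The suspension held skeletal, vascular and blood cells side by side. Osteolineage cells made up 16.6% ± 16.7 of the cells of a donor (SD, n = 14) and vascular cells 12% ± 10.9. Named blood lineages, here with Plasma-like and Osteoclast-like cells, still made up 37.8% ± 25.1, although the sort was aimed at blood cells, and unnamed blood cells came on top. MSC-like cells (3,343 cells) carried CXCL12, the chemokine that retains blood stem cells in marrow, and LEPR, the leptin receptor. CXCL12 was seen in 95.3% of MSC-like cells and 19.8% of all others, and LEPR in 36.0% and 2.55%. Some other marker genes of that type were no more frequent in them than in other cells, as KITLG (0.1% and 0.28%) and PRRX1 (3.1% and 5.85%). MSC_Fibro-like cells (2,479 cells) carried the matrix proteoglycan genes DCN, in 90.4% of cells, and LUM, in 37.9%. Their cluster from donors 1 to 10, 565 cells, scored 2.16 on MSC, 2.14 on OB and 2.09 on MSC_Fibro markers. OB-like cells (3,113 cells) carried the phosphatase gene ALPL, needed for mineralisation, in 39.0% of cells against 3.09% of others, and the collagen gene COL1A1 in 91.6% against 53.3%, but the osteoblast regulator genes RUNX2 and SP7 in only 13.3% and 2.5%. Of their 2 clusters, 1 of 1,244 cells scored 1.44 on MSC and 1.38 on OB markers. Mature_OB-like cells (338 cells) carried BGLAP, which encodes osteocalcin, in 94.7% and the osteoblast membrane gene IFITM5 in 53.3%.

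The other named types were identified in the same way. Erythroid (RBC-like) cells, with the haemoglobin gene HBB in 97.5% of cells and 34.3% of all others, numbered 7,576, Endothelial-like cells, with the junction gene CDH5 in 56.8%, numbered 6,739, and Neutrophil-like cells, with the lactoferrin gene LTF in 93.8% and 35.6% of others, numbered 6,004. Granulocyte progenitor-like cells, with the granule protease gene ELANE in 93.1% and 40.9% of others, numbered 4,504. In 5,009 of the RBC-like cells megakaryocyte markers scored higher (2.16) than RBC markers (1.54). Plasma-like cells, with MZB1 in 91.9%, numbered 3,581, and VSMC-like (vascular smooth muscle) cells, with TAGLN in 83.9%, numbered 2,598. Chondrocyte-like cells, with the cartilage collagen gene COL2A1 in 89.4%, numbered 1,484, Osteoclast-like cells, with MMP9 in 36.0% and 13.3% of others, numbered 733, Macrophage-like cells, with CD163 in 77.0%, numbered 352, and NK_T-like cells, with CD3E in 94.1%, numbered 51. DCSTAMP and CALCR were seen in no Osteoclast-like cell and CTSK in 7.4% against 5.78% of others, and the myeloid genes CD163 and ITGAX were among their top genes, so that name is weakly held. Another 22,793 cells (34.7%) lay in 8 clusters that earned no name. Blood genes topped several of these, with DEFA3 and BPI in 1 of 8,295 cells, CD14 and CSF1R in 1 of 3,051 and ARG1 in 1 of 1,909, while endothelial SOX17 and PECAM1 topped 1 of 5,300 cells and COL3A1, COL1A1 and DKK3 of stromal cells 1 of 2,705, each to 100% from donors 11 to 14.

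Most osteolineage types came from a single library batch. Donors 11 to 14 supplied 99.5% of MSC-like, 77.2% of MSC_Fibro-like and 99.1% of Mature_OB-like cells, but 0.19% of OB-like cells. Of the 36 clusters, 14 drew over 90% of their cells from that batch and the other 22 under 10%. Named blood lineages averaged 48.8% ± 20.1 in the 10 donors of batches 1 to 4 and 10.4% ± 11.1 in the 4 donors of batch 5. Osteoclast-like cells were 91.3% from donor 14, and 10 of the clusters held over 90% of their cells from 1 donor.

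**Figure D1:**
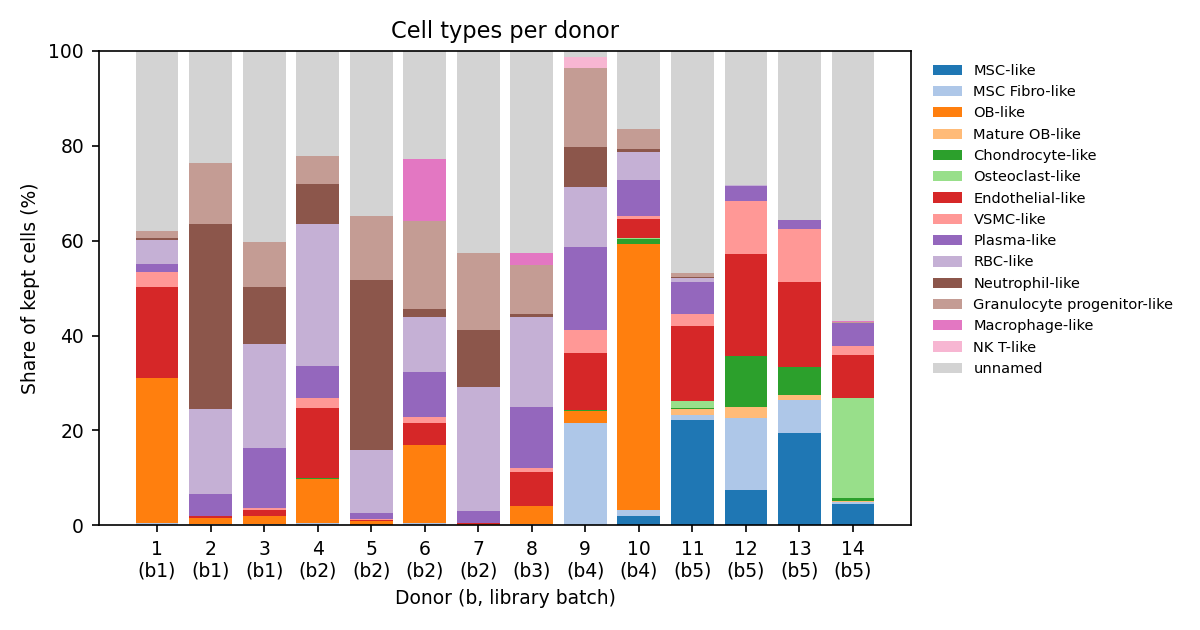
Share of kept cells (percent, vertical axis) per cell type for each of the 14 donors (horizontal axis, library batch in brackets), 1 stacked bar per donor. MSC-like cells appear almost only in donors 11 to 14, which hold 99.5% of them, and OB-like cells in donors 1 to 10.

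PTPRC and SPN encode CD45 and CD43, the 2 proteins used for the depletion. PTPRC was nearly absent from osteolineage cells, at 4.4 ± 7.7 CPM (counts scaled to equal totals; SD, n = 14), and was seen in 0.24% of them. In erythroid, granulocytic, Macrophage-like and NK_T-like cells, called blood lineages in this paragraph, it was 27.4 ± 27.9 CPM (n = 12) and seen in 3.61% of cells, but the types differed, with 86.4 ± 69.5 CPM in Neutrophil-like cells (n = 9) and 534.1 in the NK_T-like cells, held by 1 donor. SPN averaged 637.1 ± 459.0 CPM in blood lineages, where 51.4% of cells had a UMI, against 66.7 ± 76.2 CPM and 3.54% of osteolineage cells. RBC-like cells and granulocyte progenitor-like cells had the most SPN, at 786.9 ± 505.6 (n = 11) and 783.2 ± 458.7 CPM (n = 11). Median depth was 2,317 UMIs in osteolineage and 967 in blood cells, so depth did not favour the blood cells in these shares. Both genes were lower in batch 5 than in batches 1 to 4 within types, SPN at 0.5 against 136.5 CPM in Plasma-like and 0 against 51.8 in Endothelial-like cells and PTPRC at 0 against 4.7 in Plasma-like cells, and nearly all MSC-like cells came from batch 5. In batches 1 to 4 alone pooled SPN was 38.5 CPM in OB-like, 466.2 in Neutrophil-like and 1172.3 in RBC-like cells.

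PCIF1, on chromosome 20 (45,934,628 to 45,948,023, plus strand, GRCh38; ENSG00000100982), had UMIs in every named cell type and, among types held by at least 5 donors, its highest means in erythroid and granulocytic cells. Mean PCIF1 per donor was 103.8 ± 86.1 CPM in RBC-like cells (SD, n = 11), 90.4 ± 126.6 in granulocyte progenitor-like cells (n = 11) and 71.1 ± 32.2 in Neutrophil-like cells (n = 9). Types of fewer donors overlapped these, with 80.1 CPM in NK_T-like (1 donor), 56.4 ± 79.6 in Osteoclast-like (n = 3) and 34.5 ± 28.8 in Macrophage-like cells (n = 2). In the osteolineage it was 35.1 ± 23.4 CPM in OB-like (n = 10), 21.7 ± 21.7 in Mature_OB-like (n = 3), 13.4 ± 17.0 in MSC_Fibro-like (n = 10) and 13.3 ± 8.4 in MSC-like cells (n = 5). Endothelial-like cells had 32.1 ± 21.2 CPM (n = 13), VSMC-like cells 30 ± 30.3 (n = 11), Chondrocyte-like cells 7.5 ± 8.7 (n = 4) and Plasma-like cells 19.4 ± 21.1 (n = 14). These levels rest on few molecules, and without donor 10 the granulocyte progenitor-like mean was 53.3 ± 30.9, without donor 13 that of Mature_OB-like cells 10.8, and without donor 12 those of Osteoclast-like and Chondrocyte-like cells 10.9 and 4.6. All MSC-like sums together held 95 PCIF1 UMIs, 13.8 CPM with a 95% Poisson interval of 11.2 to 16.9 that covers counting error only, and RBC-like sums held 1,166 UMIs, 87.6 CPM (82.7 to 92.8). Pooled in this way MSC_Fibro-like cells had 25.8 CPM (23 to 28.9), OB-like cells 21 (18.3 to 24.1) and Mature_OB-like cells 25.9 (14.2 to 43.5), so the osteolineage order depended on the weight of donors, and 5 of the 10 MSC_Fibro-like sums, of 10 to 26 cells, held no PCIF1.

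**Figure D2:**
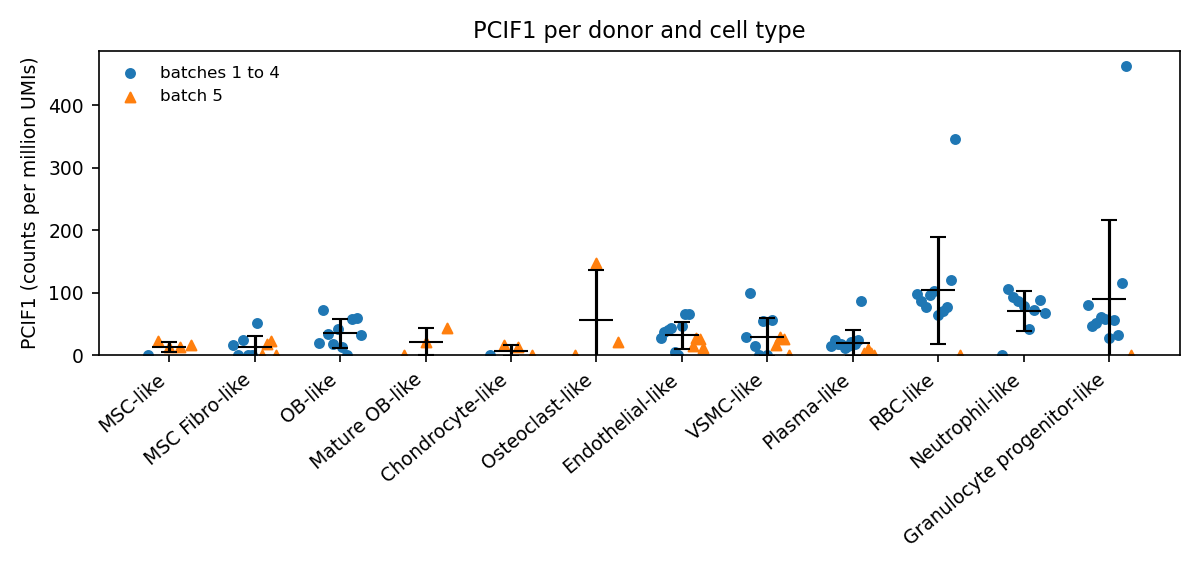
PCIF1 in CPM (vertical axis) per donor and cell type (horizontal axis), 1 point per donor with at least 10 cells of that type, circles for batches 1 to 4 and triangles for batch 5. Horizontal lines are means and bars 1 SD, whose lower ends are hidden where they pass below 0; the mean is 13.3 in MSC-like and 103.8 in RBC-like cells.

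MSC-like cells did not exceed the other types in PCIF1 in any of 4 planned contrasts. Against the mean of 8 other types, over 94 sums per donor and type with donor as a block, the log2 difference was -0.71 (SE 0.36, 95% interval -1.42 to 0.01; edgeR quasi-likelihood adjusted p = 0.211). Against MSC_Fibro-like cells it was -0.53 (SE 0.46, interval -1.43 to 0.36; adjusted p = 0.334), with 2 of the 4 donors holding both types lower in MSC-like cells and their mean CPM opposite in direction (16.7 ± 4.4 in MSC-like, 10.3 ± 12.1 in MSC_Fibro-like). Against Mature_OB-like cells it was -0.30 (SE 0.61, interval -1.49 to 0.90; adjusted p = 0.628), lower in 2 of 3 donors, and -1.03 with RLE size factors (adjusted p = 0.175). Against OB-like cells it was -1.25 (SE 0.76, interval -2.74 to 0.24; adjusted p = 0.211), but only donor 10 held both types, with 10 MSC-like cells. Within batch 5 alone, the differences from MSC_Fibro-like and Mature_OB-like cells were -0.71 and -0.87.

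At equal depth, too, a PCIF1 UMI was seen more often in erythroid and granulocytic cells than in OB-like cells of the same library batches, while the order within the osteolineage changed with the depth chosen. Each cell was thinned to 1,000 UMIs, which left out 1,014 of 3,343 MSC-like, 723 of 3,113 OB-like, 2,695 of 7,576 RBC-like, 2,324 of 4,504 granulocyte progenitor-like and 4,524 of 6,004 Neutrophil-like cells. A PCIF1 UMI then remained in 0.89% of Chondrocyte-like cells (exact binomial 95% interval 0.38 to 1.74), 1.25% of MSC-like cells (0.84 to 1.78), 3.05% of MSC_Fibro-like (2.39 to 3.83), 2.09% of OB-like (1.56 to 2.75) and 3.32% of Mature_OB-like cells (1.34 to 6.72). Granulocyte progenitor-like cells reached 5.55% (4.63 to 6.60), Neutrophil-like cells 7.57% (6.27 to 9.03) and RBC-like cells 8.30% (7.54 to 9.11). At 500 UMIs the shares were 0.60% in Mature_OB-like, 0.63% in MSC-like and 0.74% in Chondrocyte-like cells. These shares pool donors. MSC-like cells shared almost no library with the blood types, of which batch 5 held 0.4% (RBC-like), 0.93% (progenitor-like) and 0.08% (Neutrophil-like). PCIF1 was lower in batch 5 than in batches 1 to 4 pooled in Plasma-like (6.3 and 19.8 CPM), Endothelial-like (25.9 and 40.3) and VSMC-like cells (27.6 and 41.3). Single batches differed. In batches 1, 2, 3 and 4 VSMC-like cells had 34.9, 21.4, 0.0 and 55.9 CPM, so batches 2 and 3 lay below batch 5. Endothelial-like cells had 27.8, 34.2, 47.0 and 67.0, with batch 1 near batch 5. Plasma-like cells had 18.1, 16.7, 18.2 and 25.7, each above batch 5. Unthinned shares were 2.69% in MSC-like, 11.3% in MSC_Fibro-like, 6.07% in OB-like, 3.85% in Mature_OB-like and 13.3% in RBC-like cells, at median depths of 1,652, 4,639, 2,117, 1,224.5 and 1,345 UMIs. No cell type here is known to lack PCIF1, so a low share in a type does not show that it expressed the gene. Of blood transcripts, ELANE was seen in 63.7% of OB-like cells of batches 1 to 4 (552.7 CPM, against 21919.7 in progenitor-like cells) and 3.34% of MSC-like cells of batch 5. Within donors the thinned share differed between MSC-like and MSC_Fibro-like cells by 0.01 percentage points (SD 1.32, n = 4, two-sided exact sign-flip permutation p = 1.0; the smallest p possible is 0.125), and by -0.60 without donor 11, whose 20 MSC_Fibro-like cells had none. It differed from Mature_OB-like cells by -1.41 points (SD 3.96, n = 3, exact permutation p = 0.75; smallest possible 0.25), and by -3.04, -1.97 and 0.80 without donors 11, 12 and 13.

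PCIF1 had no falling slope along a computed order of the osteolineage cells, but donors differed in direction. The order, a diffusion pseudotime rooted in the MSC-like cluster, was meant to follow differentiation, and 9,273 cells were divided into 5 equal bins. MSC-like cells made up 99.8% of bin 1 and 78.9% of bin 2, MSC_Fibro-like cells 82.4% of bin 3, and OB-like cells 87.0% of bin 4 and 80.7% of bin 5. Mature_OB-like cells, at 16.3%, peaked in bin 3, so the order did not end in mature osteoblasts. Bins 1 and 2 were 100% from batch 5 and bin 5 was 0%. The slope of PCIF1 was 0.36 log2 units per bin (SE 0.24, p = 0.146, edgeR quasi-likelihood with donor as a block), from the 13 sums of donors 11 to 14, which reached bin 4 in 1 donor. Leaving out donor 11 gave 0.48 (p = 0.0482), and leaving out donor 13 gave 0.15. Over bins 1, 2 and 3 PCIF1 was 19, 34 and 0 CPM in donor 11 and 34.3, 0 and 0 in donor 14. These sums each held at most 8 PCIF1 UMIs. In donor 12 it was 12.8, 12.5 and 19 CPM, and in donor 13 10.3, 15.4 and 25.9.

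MSC-like and MSC_Fibro-like cells differed in which Wnt and BMP signals they expressed. RSPO1, an R-spondin that amplifies Wnt signalling, was 457.3 ± 232.9 CPM in MSC-like and 2.9 ± 3.7 in MSC_Fibro-like cells (SD, n = 4 donors with both), a log2 difference of 5.76 (SE 0.54, edgeR adjusted p = 8.67e-12). The ligand WNT4 was 81.9 ± 42.5 against 0.9 ± 1.0 CPM, a log2 difference of 5.05 (SE 0.49, adjusted p = 2.11e-11). MSC_Fibro-like cells instead had more of the ligand WNT5B (log2 difference -2.67, adjusted p = 1.68e-07) and of the secreted Wnt modulators DKK3 (-2.51, adjusted p = 5.60e-05) and SFRP4 (-3.10, adjusted p = 0.000338). These changes ran the same way in 4 of 4 donors, except SFRP4 in 3 of 4.

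Other signalling lists moved in both directions between these types. Of 4 tested Wnt ligands and R-spondins, 2 were higher and 1 lower in MSC-like cells, with the same counts adjusted over the list alone. Of 6 secreted Wnt inhibitors 2 were higher, FRZB (3.05) and SFRP1 (1.91), and 2 lower, again also adjusted over the list alone. Of 16 BMP and TGF-beta genes 3 were higher and 3 lower (4 and 4 adjusted over the list alone); the BMP antagonist CHRDL1 (4.27) and the ligand BMP5 (3.87) were higher and BMP6 (-2.25) was lower. Of the 4 tested Wnt-related genes of the mouse knockout 1 was higher and 2 lower in both counts; their median was -0.74 and their mean 0.20, and the list test, which passed nothing here, pointed down. Of 8 FGF genes 3 were higher and 1 lower in both counts, and of 8 Wnt receptors only FZD10 (-2.11) passed. Of 11 beta-catenin genes 1 was higher and 1 lower, and of 7 osteoclast-regulating factors 3 were higher, among them IL6 (2.06), and 2 lower (4 and 2 adjusted over the list alone). The BMP and TGF-beta list had a median of -0.11 and a mean of 0.27, and the beta-catenin list a median of 0.02 and a mean of -0.06, with list tests following the means. Under RLE size factors 5 BMP and TGF-beta genes and 2 beta-catenin genes were lower, and the other counts over all genes in this paragraph stayed. No member of the m6A writer and eraser list (5 tested), the m6A reader list (4) or the nuclear oxidative phosphorylation list (8) passed.

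Most tested adipogenic regulators were higher in MSC-like than in MSC_Fibro-like cells, and some collagen-processing genes were lower. Of 8 tested adipogenic regulators 6 were higher (7 adjusted over the list alone) and 0 lower, a list called by camera (adjusted p = 0.00129; adjusted p = 0.504 with an estimated correlation). CEBPA, a transcription factor of fat cell differentiation, was higher by 4.15 (SE 0.53), and APOE, a lipid carrier, by 3.95 (SE 0.72), each in 4 of 4 donors. The MSC-like cluster itself scored 2.12 on adipocyte markers and 1.61 on MSC markers, with LEPR and CXCL12 among the latter. Of 15 collagen-processing genes 4 were lower (5 adjusted over the list alone) and 0 higher (camera adjusted p = 0.00911; adjusted p = 0.588 with an estimated correlation), and with RLE size factors 8 were lower (9 adjusted over the list alone). The 12 dissociation stress genes, which respond to tissue digestion, had 7 higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.00171; adjusted p = 0.538 with an estimated correlation), among them JUN (1.69). Of 15 inflammation and matrix degradation genes 4 were higher, including CXCL8 (2.84), and 4 lower, including the stromelysin gene MMP3 (-3.56) and the protease inhibitor gene TIMP3 (-3.06). Large differences outside the clustering genes, markers and lists included PPP1R14A (5.46) and PPM1H (4.01), phosphatase regulators or phosphatases, upward, and the glycolytic enzyme PFKP (-3.88), PLP2 (-3.88), FXYD5 (-3.79) and the actin-capping protein CAPG (-3.67) downward.

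Across all 4,467 tested genes, 974 differed between MSC-like and MSC_Fibro-like cells at FDR 0.05 and a log2 difference of at least 1, of which 530 were higher and 444 lower. Types were defined on the same counts, so genes used to cluster or name them differ partly by construction, and 610 of the 974 were neither. With RLE size factors the count was 1,009, with 422 higher and 587 lower, because the median log2 difference of all genes moved from 0.09 to -0.07. FGFR2, a growth factor receptor gene that acts with Wnt signals in the skeleton, was lower in MSC-like cells (-1.56, SE 0.39, adjusted p = 0.00187, 3 of 4 donors). WNT11 was higher (1.16, SE 0.42, adjusted p = 0.0282 over the fixed genes alone, 4 of 4 donors) at 43.6 ± 16.4 against 11.4 ± 13.4 CPM. PCF11 was higher by 0.85 (SE 0.36, edgeR adjusted p = 0.0788 over all genes and 0.0499 over the fixed genes alone, 3 of 4 donors), at 56.1 ± 39.4 against 37.4 ± 32.5 CPM. FTO (-0.12) and FZD4 (0.53) had too few counts for the test of all genes and did not pass over the fixed genes (adjusted p = 0.747 and 0.713). Within batch 5 alone 1,058 genes differed, and the count fell by more than 1.5 times without donor 12 and without donor 13.

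MSC-like and Mature_OB-like cells differed in several secreted Wnt inhibitors and pathway genes. SFRP1 and SFRP2, secreted Frizzled-related proteins, were higher in MSC-like cells by 5.76 (SE 0.72, edgeR adjusted p = 1.57e-08) and 4.82 (SE 0.835, adjusted p = 1.24e-05) log2 units, in 3 of 3 donors each. Mature_OB-like cells instead had more WIF1 (-7.31, SE 0.71, edgeR adjusted p = 2.28e-11, 2 of 3 donors), which binds Wnt ligands directly, and SFRP4, at 5017.1 ± 3302.6 against 113.7 ± 25.9 CPM (SD, n = 3; -4.45, adjusted p = 5.68e-06). They also had more of TCF7 (-4.17), a transcription factor of the pathway, NKD2 (-3.51), one of its feedback inhibitors, and the co-receptor LRP5 (-2.26), each in 3 of 3 donors. PTH1R, the parathyroid hormone receptor, was higher in Mature_OB-like cells as well (-4.61, adjusted p = 6.88e-06, 2 of 3 donors).

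**Figure D3:**
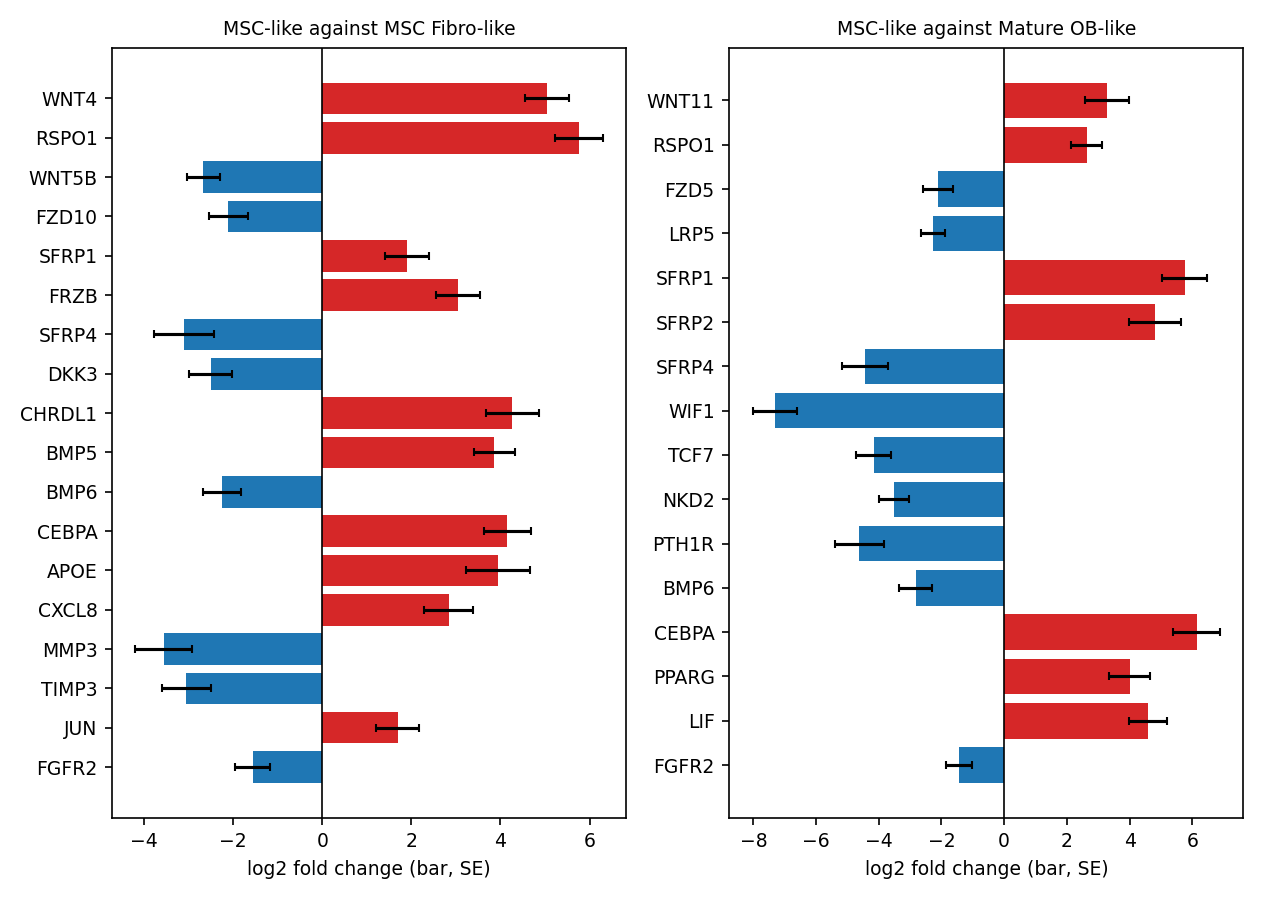
Log2 differences (horizontal axis, bars from 0, error lines 1 SE) of named genes between MSC-like and MSC_Fibro-like cells, left, and MSC-like and Mature_OB-like cells, right. Red bars are higher and blue bars lower in MSC-like cells; RSPO1 lies at 5.76 on the left and WIF1 at -7.31 on the right, and every sign drawn was kept with RLE size factors.

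The Wnt lists split in this comparison too. Of 6 secreted inhibitors 3 were higher in MSC-like cells and 2 lower, of 8 receptors 2 were higher, ROR2 (3.01) and FZD1 (3.01), and 2 lower, LRP5 and FZD5 (-2.11), and of 4 ligands and R-spondins 2 were higher, with RSPO1 at 2.63, and 1 lower, WNT5B (-2.23). Adjusted over the list alone these became 3 and 2, 3 and 2, and 3 and 1. The 11 beta-catenin genes had 1 higher and 2 lower, also adjusted over the list alone, and were lower as a list (camera adjusted p = 0.0248; adjusted p = 0.504 with an estimated correlation). Of the 4 tested Wnt-related genes of the mouse knockout 1 was higher and 2 lower (2 and 2 adjusted over the list alone). With RLE size factors higher and lower members were 3 and 2 of the inhibitors, 2 and 3 of the receptors, 1 and 1 of the ligands, 0 and 4 of the beta-catenin genes and 0 and 2 of the knockout genes. WNT11 was higher in MSC-like cells (3.29, SE 0.70, adjusted p = 0.000112 over the fixed genes alone, 3 of 3 donors), at 46.5 ± 18.8 against 5.2 ± 4.7 CPM, and FGFR2 was lower (-1.43, SE 0.42, adjusted p = 0.00904, 2 of 3 donors). PCF11 was higher by 1.19 (SE 0.47, edgeR adjusted p = 0.0626 over all genes and 0.025 over the fixed genes alone, 3 of 3 donors; 0.56 with RLE size factors).

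Several adipogenic regulators were also higher in MSC-like than in Mature_OB-like cells, but their count, like most other list counts, depended on the scaling. Of 8 adipogenic regulators 6 were higher (7 adjusted over the list alone) and 0 lower (camera adjusted p = 0.00317; adjusted p = 0.504 with an estimated correlation), led by CEBPA (6.14) and PPARG (4.01), the master regulator of fat cell differentiation. Of 7 osteoclast-regulating factors 4 were higher in both counts and 0 lower, with the cytokine LIF at 922.7 ± 566.5 against 51.3 ± 62.7 CPM (n = 3). Of 15 inflammation and matrix degradation genes 9 were higher (10 adjusted over the list alone), with CXCL8 (5.19) and PTGS2 (5.12), and 1 lower, the collagenase gene MMP13 (-2.36). As lists these 2 did not pass (camera adjusted p = 0.185 and 0.186; 0.0317 each with RLE size factors, where adjusted p was 0.231 and 0.405 with an estimated correlation). Of 12 dissociation stress genes 7 were higher (8 adjusted over the list alone), including ATF3 (2.46). The FGF list had 4 higher and 2 lower in both counts, the BMP and TGF-beta list 6 and 2 in both, with ID4 (3.31) higher and BMP6 (-2.82) and BMP2 (-2.20) lower, and the collagen-processing list 4 and 0 in both, with LOXL2 (3.67) and LOXL1 (2.98), enzymes that cross-link collagen. With RLE size factors higher and lower members became 4 and 0 of the adipogenic, 2 and 0 of the osteoclast-regulating, 5 and 1 of the inflammation, 1 and 0 of the stress, 1 and 3 of the FGF, 3 and 4 of the BMP and 2 and 3 of the collagen-processing genes. Only ALKBH5 (1.49) of the 5 m6A writers and erasers was higher, and that call was lost with RLE size factors (0.69). SULF2 (6.33), a sulfatase that frees bound ligands, was among the genes outside the lists that were far higher, and RHBDL2 (-6.00), RCOR2 (-4.77) and PDGFC (-4.52), a growth factor of mesenchymal cells, among those far lower, of genes with counts in both types.

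In total 985 genes differed between MSC-like and Mature_OB-like cells, 789 higher and 196 lower, and 639 of them were neither clustering genes nor markers. With RLE size factors 797 differed, 353 higher and 444 lower, as the median log2 difference of all genes moved from 0.61 to -0.13, so the split of directions belonged to the scaling. The list test passed none of the receptors, secreted inhibitors, FGF, BMP and collagen-processing genes and pointed down for them, although their medians (0.48, 2.42, 1.30, 0.59 and 0.61) and means were above 0. Only 3 donors, all in batch 5, held both types, and the count was 940 within batch 5. It fell by more than 1.5 times without donor 12, 13, 11, 3, 1 or 6.

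OB-like cells stood apart from both MSC-like and Mature_OB-like cells in matrix genes. MMP3 was higher in OB-like than in MSC-like cells (log2 difference of MSC-like to OB-like -9.14, SE 0.89, edgeR adjusted p = 5.85e-11). So were BMP6 (-4.05), DKK3 (-4.47), the collagen cross-linker LOXL2 (-3.92) and TIMP1 (-4.07). In the edgeR fit with donor as a block, WNT4 (5.48, adjusted p = 8.57e-08), BMP5 (3.72) and PCF11 (1.54, adjusted p = 0.0339) were higher in MSC-like cells. In donor 10 BMP5 ran the other way, at 0 CPM in MSC-like and 5.1 in OB-like cells. In the same fit OB-like cells had more MMP3 (12.13), LOXL2 (7.59), LIF (6.76) and IL11 (6.37) than Mature_OB-like cells. They had less WIF1 (-12.62, SE 0.79, edgeR adjusted p = 6.64e-18), NKD2 (-5.49) and SFRP4 (-5.23). These sizes come from the fit and not from plain means. LIF averaged 51.3 ± 62.7 CPM in Mature_OB-like cells and 156.7 over the sums of both types, and WIF1 107.4 ± 93.2 and 30.4. Only donor 10 held both MSC-like and OB-like cells and no donor held both OB-like and Mature_OB-like cells, so these differences also set library batches 1 to 4 against batch 5, and type and batch cannot be told apart.

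As lists, collagen processing was lower in MSC-like than OB-like cells (7 of 15 lower, 0 higher, in both counts; camera adjusted p = 0.00027; adjusted p = 0.504 with an estimated correlation), as was inflammation and matrix degradation (5 of 15 lower, 6 adjusted over the list alone; adjusted p = 0.00297; 0.504 with an estimated correlation). Dissociation stress was higher as a list (adjusted p = 0.00478; adjusted p = 0.538 with an estimated correlation) with 0 of 12 members past the threshold. With RLE size factors 2 stress genes (5 adjusted over the list alone) and 4 of 8 adipogenic regulators were higher, the latter then called as a list (camera adjusted p = 0.031, from 0.0595; adjusted p = 0.411 with an estimated correlation), and 6 collagen-processing and 4 inflammation genes were lower. In OB-like against Mature_OB-like cells, inflammation and matrix degradation was higher (11 of 15, 12 adjusted over the list alone; camera adjusted p = 0.00027; adjusted p = 0.504 with an estimated correlation), and so was collagen processing (9 of 15 in both counts; adjusted p = 0.0124; adjusted p = 0.588 with an estimated correlation). The 4 Wnt-related genes of the mouse knockout had 1 higher in the fit, SNAI2 at 2.89, and 2 lower, WNT4 at -4.55 and PTH1R at -4.73. They were called lower as a list (camera adjusted p = 0.046, and 0.504 with an estimated correlation). So were the 11 beta-catenin genes, with 1 higher and 2 lower (camera adjusted p = 0.0477, and 0.511 with an estimated correlation). Plain means of PTH1R ran the other way, at 26.9 ± 23.5 CPM in Mature_OB-like cells and 48.3 over the sums of both types. Its fitted difference reversed without the donor block. With RLE size factors 8 of the 15 inflammation and 3 of the 15 collagen-processing genes were higher in OB-like than Mature_OB-like cells, both still called as lists (camera adjusted p = 1.11e-05 and 0.00564; adjusted p = 0.227 and 0.411 with an estimated correlation). The osteoclast-regulating list was then called higher too (camera adjusted p = 0.015, from 0.0637; adjusted p = 0.227 with an estimated correlation), and the Wnt-related call was lost (adjusted p = 0.165).

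The count was 579 genes for MSC-like against OB-like cells, 170 higher and 409 lower (638 with RLE size factors, 299 and 339, as the median of all genes moved from -0.17 to 0.12). For OB-like against Mature_OB-like cells it was 969, 793 higher and 176 lower (720 with RLE, 326 and 394, as the median moved from 0.83 to -0.18). Of the 579 and 969 genes, 314 and 600 were neither clustering genes nor markers. The count of MSC-like against OB-like cells rose by more than 1.5 times without donor 9, and that of OB-like against Mature_OB-like cells fell as much without donor 12 and without donor 13.

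A set of transcripts was nearly missing from batch 5 in the 3 cell types examined. In Endothelial-like, VSMC-like and Plasma-like cells of batches 1 to 4 pooled, 1,618 genes reached 50 CPM or more. Of these 251 were at least 16-fold lower in batch 5 in all 3 types. Of 1,070 genes at that level in batch 5 none was as much lower in the other batches pooled. Pooling can hide a gene that was low in single batches. PECAM1 in Endothelial-like cells was 189.1, 101.6 and 89.4 CPM in batches 1, 2 and 3, but 1518.3 in batch 4 and 2176.3 in batch 5. In Endothelial-like cells the cytoskeletal gene ACTB was 772.8 CPM in batches 1 to 4 and 2.6 CPM in batch 5, the MHC light chain gene B2M 3286.1 and 38.1, and the ferritin gene FTL 488.0 and 0.6. VWF, which encodes von Willebrand factor, was 2423.4 and 54.6 CPM there and FZD4, a Wnt receptor among the genes the study followed, 258.7 and 5.5, but both were too low in Plasma-like cells (12.5 and 3.2 CPM in batches 1 to 4) to count in that set. TMSB4X, an actin-binding peptide gene, was 1488.7 and 2606.9 CPM, and PCIF1, also below the level required, 40.2 and 25.9. A value near 0 in batch 5, such as that of FZD4 in MSC-like cells (0.4 ± 0.7 CPM, n = 5), therefore does not show that a gene was off. The 251 genes included 8 of the tested lists and 11 markers of cell types, so list counts across batches and the type names rest partly on them. The genes named here were chosen after their values were seen, apart from FZD4 and PCIF1.

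**Figure D4:**
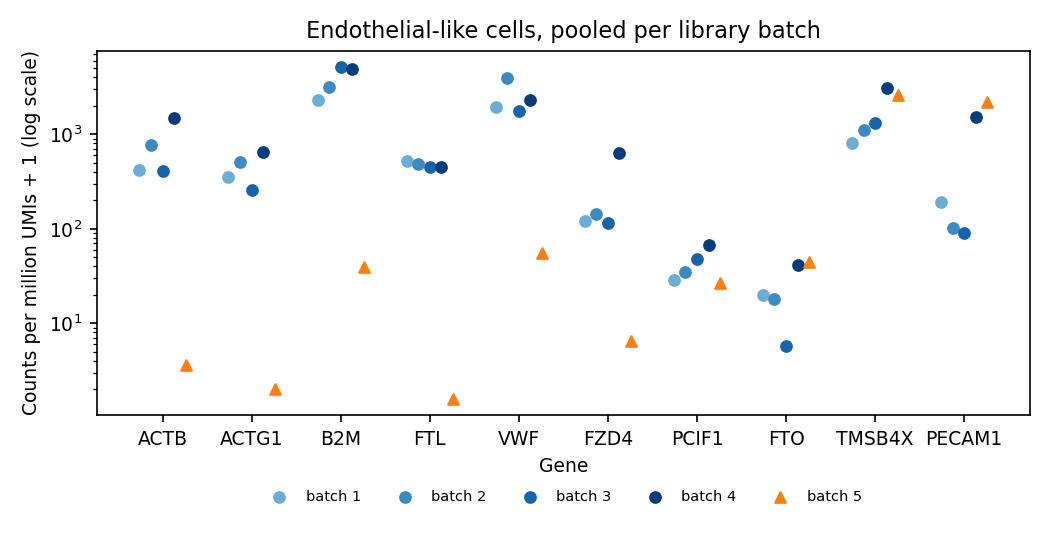
CPM plus 1 (vertical axis, log scale) of 10 genes (horizontal axis) in Endothelial-like cells pooled per library batch, circles for batches 1 to 4 and triangles for batch 5. ACTB, ACTG1, B2M, FTL, VWF and FZD4 lie far lower in batch 5, at 2.6 CPM for ACTB, whereas TMSB4X and PECAM1 do not. PECAM1 lies lower in batches 1, 2 and 3, at 189.1, 101.6 and 89.4 CPM, than in batches 4 and 5, at 1518.3 and 2176.3.

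The study placed WNT11, FZD4 and FGFR2 downstream of PCIF1 in mouse cells, so their levels were set against PCIF1 across donors, using summed osteolineage cells of donors with at least 100 of them. FZD4 of donors 11 to 14 lay apart from the other donors, between -1.78 and 1.65 log2 CPM against 2.51 to 5.88, so it is reported within donors 1 to 10. Among those 7 donors Pearson's r of PCIF1 with FZD4 was 0.73 (permutation p = 0.0524, adjusted p = 0.157) and Spearman's rho 0.75 (permutation p = 0.0663, adjusted p = 0.199). WNT11 gave r = 0.34 (permutation p = 0.452, adjusted p = 0.626) and rho = 0.36, and FGFR2 r = -0.22 (permutation p = 0.626, adjusted p = 0.626) and rho = -0.25, in the same family of 3 relations. Leaving out the 2 donors farthest from the median left 5, too few for a value. Centred within batches over 10 donors, r was 0.31 for FZD4, 0.36 for WNT11 and 0.53 for FGFR2, with adjusted permutation p of 0.368, 0.368 and 0.36.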

Values the study reported

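The study reported 40,821 cells kept after quality control. It gave a median of 1,030 genes and 2,228 UMIs per cell. No value per cell type was stated in its text for PCIF1.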

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

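Values per donor of the 8 fixed genes that lay far from the other donors of the same cell type are given here, as CPM. A Dixon test of the gap to the nearest donor at the 95% level was applied to the 37 groups of gene and cell type with 4 to 10 donors, and it marked 14 values. Chance alone marks about 1 in 20 groups, 1.9 here, and sparse counts mark more. Types held by more donors were not tested, where donor 10 had 461.79 CPM of PCIF1 in granulocyte progenitor-like (nearest 115.51, from 6 UMIs) and 346.09 in RBC-like cells (nearest 121.13), and donor 9 637.23 of FZD4 in Endothelial-like cells (nearest 165.08).

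For PCIF1, MSC_Fibro-like cells of donor 9 had 51.61 CPM from 121 UMIs, and the nearest donor had 24.91. For FTO, MSC_Fibro-like cells of donor 6 had 172.86 (nearest 69.71), from 2 UMIs in 10 cells. For FGFR2, Neutrophil-like cells of donor 9 had 8.45, from 1 UMI, where no other donor had any.

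For WNT11, Chondrocyte-like cells of donor 14 had 347.11 (nearest 69.75), from 13 UMIs, and OB-like cells of donor 2 had 73.11 (nearest 12.81), from 2 UMIs. Neutrophil-like cells of donor 3 had 1.57, from 1 UMI. For FZD4, MSC_Fibro-like cells of donor 1 had 127.78 (nearest 59.71), from 8 UMIs, and Neutrophil-like cells of donor 9 had 16.9 (nearest 2.18), from 2. Batch 5 held nearly no FZD4, and its values of 1.63 in MSC-like and 0.67 in Chondrocyte-like cells of donor 12 came from 2 and 1 UMIs.

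For PTPRC, OB-like cells of donor 2 had 36.55 (nearest 8.44), from 1 UMI, and MSC_Fibro-like cells of donor 9 had 0.85, from 2. For SPN, MSC_Fibro-like cells of donor 3 had 357.0 (nearest 149.47), from 8 UMIs in 21 cells, and Chondrocyte-like cells of donor 4 had 22.72, from 1 UMI in 10 cells. All of these values were kept in the tests.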

How the results depend on the processing

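Values below are log2 differences for genes and counts for changed genes, and the cause of a change was not tested unless stated. Donors 11 to 14 alone, batches left out, centred values and names per cell for the gene counts, and correlations within donors 1 to 10, were added after the data were seen.

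The contrast of PCIF1, MSC-like against all other named types, was -1.35 without the donor block and -1.21 at resolution 1.6. It gave no value wherever MSC-like cells fell below 5 donors: with 30 cells, thinned counts, no upper limit, at least 500 genes, no doublet removal, renewed clustering, centred values, donors 11 to 14 alone, without any of donors 10 to 14, and without batch 4 or 5. For PCIF1, MSC-like against MSC_Fibro-like, it was -0.99 with 30 cells and -0.98 with centred values, with no value at 500 genes or resolution 0.4. For PCIF1, MSC-like against OB-like, it was -1.82 with centred values and reversed to 0.25 with names per cell, with no value at 500 genes or in donors 11 to 14. For PCIF1, MSC-like against Mature_OB-like, it was 0.00 without the filter and 0.24 with names per cell, and ranged from -1.09 to 0.17 over donors left out, 0.17 without donor 13, with no value without batch 5. The PCIF1 slope ranged from 0.15 to 0.48 over donors left out, 0.48 without donor 11. The share of cells with PCIF1, MSC-like minus MSC_Fibro-like, reversed to -0.12, -1.49 and -2.56 points at 500 UMIs, 2,000 UMIs and unthinned. MSC-like minus Mature_OB-like reversed to 0.27 at 500. It was -3.63 at 2,000 UMIs, from 2 donors, and -0.6 unthinned, against -1.41 at 1,000 UMIs.

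For genes changed, MSC-like against MSC_Fibro-like, the count was 1,637 without the filter, 1,836 with 30 cells, 582 thinned, 509 without doublet removal, 310 with names per cell and 7 without batch 5, and 460 to 993 over donors left out (460 without donor 12, 498 without donor 13). For genes changed, MSC-like against OB-like, it was 896 without the filter, 2,489 without the donor block, 365 with 30 cells, 252 thinned, 121 without doublet removal, 5 with centred values, 167 with names per cell, 17 without batch 5 and 418 to 892 over donors left out (892 without donor 9). For genes changed, OB-like against Mature_OB-like, it was 1,599 without the filter, 1,789 without the donor block, 419 with 30 cells, 383 thinned, 554 clustered again, 442 without doublet removal, 339 with names per cell, 602 without batch 1 and 475 to 954 over donors left out (475 without donor 12, 530 without donor 13). For genes changed, MSC-like against Mature_OB-like, it was 613 with DESeq2, 137 without the donor block, 1,561 with 30 cells, 447 thinned, 579 clustered again, 483 without doublet removal, 504 with names per cell and 327 to 813 over donors left out (651, 640, 656, 611, 327 and 384 without donors 1, 3, 6, 11, 12 and 13). Counts had no value in donors 11 to 14 for comparisons with OB-like cells, or without batch 5 for those with Mature_OB-like cells.

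Without the donor block the following reversed: FGF7, MSC-like against MSC_Fibro-like (-1.24), and likewise EFNB2 (-0.21), CXCL2, MSC-like against MSC_Fibro-like (-1.23), and DNAJB1, MSC-like against MSC_Fibro-like (-1.69). Between MSC-like and OB-like cells so did WNT5B (0.01), FZD5 (-0.13), WIF1, MSC-like against OB-like (-2.56), FGF7 (-0.76), CHRDL1 (-0.05), PLA2G4F (-0.45) and RAB44 (-0.20), and between OB-like and Mature_OB-like cells PTH1R (0.79). Dropping the block lets donors without both types set the difference, so these rest on donor and batch as well as type. Clustered again, RSPO1, MSC-like against OB-like (-1.89), and FRZB, MSC-like against OB-like (-5.17), reversed, as did LRP5 (-0.81) with 30 cells, and FRZB ranged from -0.46 to 3.73 over donors left out, -0.46 without donor 9. Over the settings in which named genes were fitted, 2,582 of their values stayed the same, 364 weakened and 16 reversed. Named genes were not fitted in every alternative setting, so this tally does not describe their stability in the remaining settings.

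With the correlation estimated per list 0 lists passed. Over 11 donors r of PCIF1 was -0.20 with WNT11 and -0.39 with FGFR2, and WNT11 reversed to 0.36 centred within batches, 0.13 without the 2 farthest donors and 0.34 in donors 1 to 10, FGFR2 to 0.53 centred. With FZD4 r was 0.66 (adjusted permutation p = 0.0528) and rho 0.76 (adjusted permutation p = 0.027) over 11 donors, among whom donors 11 to 14 lay apart, and 0.40 and 0.58 (adjusted permutation p = 0.55 and 0.326) without the 2 farthest donors. Mean shares of cells moved for Chondrocyte-like (8.13% without doublet removal), Macrophage-like (8.47% at resolution 0.4), Mature_OB-like (2.59% at 500 genes, 2.14% at resolution 0.4) and NK_T-like cells (1.35% without upper limits, 1.39% without doublet removal). MSC_Fibro-like cells had no share at resolution 0.4, nor Osteoclast-like cells without doublet removal.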

Other observations

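The tests of batch, of clustering, of naming and of GC content below were chosen after the results were seen, and those of abundant genes and of chance splits before. FTO, an enzyme that removes methyl groups from m6Am, had its highest means in MSC-like and Mature_OB-like cells and its lowest in Neutrophil-like cells, which had much PCIF1. It averaged 63.6 ± 22.3 CPM in MSC-like (SD, n = 5), 53.5 ± 32.1 in Mature_OB-like (n = 3) and 50.6 ± 49.6 in MSC_Fibro-like cells (n = 10; donor 6 had 172.86 from 2 UMIs), near the 48.1 of NK_T-like (1 donor) and 44.9 ± 24.9 of Osteoclast-like cells (n = 3), against 16.3 ± 10.5 in RBC-like (n = 11), 15.4 ± 8.9 in OB-like (n = 10) and 3.3 ± 3.7 in Neutrophil-like cells (n = 9). These means mix library batches and were not tested.

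FGFR2 was found in cartilage and osteolineage cells, at 131.4 ± 31.6 CPM in Chondrocyte-like cells (n = 4). It was 144.7 ± 146.0 in Mature_OB-like (n = 3, and 71.1 without donor 13) and 64.3 ± 41 in MSC_Fibro-like cells (n = 10). OB-like and MSC-like cells had less, at 17.9 ± 18.9 (n = 10) and 25.6 ± 21 CPM (n = 5), and Endothelial-like cells had 0.7 ± 1.0. WNT11 averaged 120.8 ± 152.1 CPM in Chondrocyte-like cells, a mean carried by donor 14 (45.4 ± 23.6 without it), and 34.9 ± 24.1 in MSC-like cells (n = 5). FZD4 averaged 111.0 ± 171.1 CPM in Endothelial-like cells (n = 13) and 67.1 ± 68.1 without donor 9, which had 637.23, and PCF11, the polyadenylation factor that binds m6Am, 120.7 ± 96.4 in VSMC-like and 84.3 ± 47.6 in Endothelial-like cells.

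After quality control 65,688 cells remained. That is higher than the value quoted from the study above. The median was 611 genes per cell. That is lower than the value quoted from the study above. The median was 1,063 UMIs per cell. That is lower than the value quoted from the study above.

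PCIF1 was lower in OB-like than in erythroid cells in 9 of 10 donors holding both, with a median log2 ratio of -1.34 (two-sided exact sign-flip p = 0.0039). Library batch would not produce a difference inside libraries, so that explanation was argued against. With the most abundant genes left out of the totals, which held 58.2% and 33.6% of the UMIs, the median was -0.99 (8 of 10 lower, exact p = 0.0078), which argued against a few genes taking the counts. The study described PCIF1 as found mainly in MSCs and reduced in later osteolineage cells, which contrasts and fitted slope here did not show. That difference may lie in how cells were named, since per-cell naming turned MSC-like against OB-like to 0.25, but this was not settled. Over all PCIF1 contrasts and settings 107 values stayed the same and 4 reversed. Another 5 became stronger, with PCIF1 lower in MSC-like cells, opposite to the pattern the study described.

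MSC-like and OB-like cells came from different library batches. The gene-by-gene ratio of MSC-like to OB-like cells followed the ratio of Endothelial-like cells of the same donor sets with r = 0.93 over 6,669 genes, which a batch effect shared by all types could produce. Clustering on values centred within donors left 0.07% of OB-like and 99.46% of MSC-like cells from donors 11 to 14, so centring did not remove that split. It did move other types, MSC_Fibro-like cells from 77.21% to 52.21% from those donors and Mature_OB-like cells from 99.11% to 72.02%. OB-like cells fell from 3,113 to 1,376, so missing batch correction in clustering was not excluded. Naming each cell by itself put 42.72% of OB-like cells in those donors, which the naming of whole clusters could explain. GC content followed the endothelial ratio with rho = -0.01, which argued against it. Batch 4 differed from batches 1 to 3 along GC content with rho = -0.48 in Endothelial-like cells.

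Type labels were shuffled within donors holding both types and among the remaining sums. Between MSC-like and MSC_Fibro-like cells 1 of 50 splits, the real one, reached the 974 genes found, and the highest other gave 944. Between MSC-like and OB-like cells it was 1 of 50 (579 against 23) and between OB-like and Mature_OB-like cells 1 of 49 (969 against 42). Between MSC-like and Mature_OB-like cells it was 1 of 8 (985 against 630), too few splits to tell. All these types were clustered and named on the same counts, so the real split was likely to exceed shuffled ones in any case. The shuffles therefore could not decide whether chance made the differences, and could not exclude batch. No biological explanation was tested, since all donors formed 1 group.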
